A study of Rattus norvegicus with 18 samples. Its data were reported in "Altered mRNA expression of genes related to nerve cell activity in the fracture callus of older rats: A randomized, controlled, microarray study" (2004).

How the data were processed

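RNA was measured in the mid-shaft segment of the rat femur (callus, cortical bone and marrow together) on 18 Affymetrix rat genome arrays. There was 1 array for each of 3 ages (6, 26 and 52 weeks at fracture) at each of 6 times, which were the unfractured femur of sham controls (called intact or no fracture) and 3 days or 1, 2, 4 or 6 weeks of healing. Each array read RNA pooled from 2 rats, 36 rats in all. Nothing beyond the array and the pooling of rats defines a replicate, so the 3 ages stand in as replicates in the comparisons of time and the time points stand in as replicates in the comparisons of age. The p-values therefore measure the spread between these samples.

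The deposited values are signal intensity. The authors computed them with Affymetrix Microarray Suite 5.0, which summarises each probe set from its perfect match and mismatch probes, and scaled every array to a target of 500. The 2% trimmed mean of each column was checked and lay between 500.7 and 500.8. Because each array is forced to the same trimmed mean, a value is a share of the array's total signal and not a count of transcripts per cell: where abundant transcripts leave the tissue, others rise in share. Array signals have no sequencing depth. Instead, 12.3% to 20.3% of probe sets per array lay below the floor, a signal of 20. Mean signals were 688.7 to 798.8 and median signals 131.9 to 164.1. Detection calls and probe-level files were not used here. The table had 0 columns that were not used.

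Of 8799 probe sets, 59 spike-in and control probe sets were left out and 8740 tested. Gene symbols came from the platform annotation supplied with the table: 7006 probe sets name 1 gene, 308 name several and 1426 name none, and the probe sets with 1 symbol cover 4736 genes. Where several probe sets read a gene, the gene was represented by the probe set with the highest mean log2 signal. Among genes with any called probe set, called probe sets of opposite sign occurred in 51 of 2256 genes at 3 days, 49 of 2110 at 1 week, 42 of 1918 at 2 weeks, 19 of 1333 at 4 weeks, 10 of 1010 at 6 weeks and 0 of 30 for older against young rats.

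Signals were floored at 20 and taken as log2, with no further normalization and no filter. Each probe set was fitted in limma 3.58.1 (R 4.3.3) with time and age as additive factors, which leaves 10 residual degrees of freedom, and with empirical Bayes moderation that allowed a trend with signal. Each time point was compared with no fracture, and the ages with each other over all 6 time points. A separate limma fit with age nested in phase (no fracture, 3 days, 1 and 2 weeks, 4 and 6 weeks) leaves 4 residual degrees of freedom. It gave the difference between older and young rats at 1 and 2 weeks and at 4 and 6 weeks, and the interactions, which ask whether that difference departs from the one with no fracture. The moderation borrowed little from other probe sets in either fit (prior degrees of freedom 0.949 and 0.865). Every adjusted p is a Benjamini-Hochberg value from limma over the 8740 probe sets unless a list is named, and probe sets with an adjusted p below 0.05 were called.

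Gene lists were tested with camera, limma's competitive test, with its preset correlation of 0.01 between genes and again with a correlation estimated from the data. The limma test fry, which does not compare a list with other genes, was also run. It is given only for the nerve-related list of a prolonged fall. The estimated correlations come from few residual degrees of freedom. There were 23 lists of tissues, cell types and processes, fixed before the data were examined. The ribosomal protein list had 42 measured members, and they include Rps6kb1, which encodes a kinase. There were also 5 lists of nerve-related genes from the study's own tables. Their members were picked by the study for the behaviour that the list tests. Adjusted p of a list is over the lists of its kind. The counts "adjusted over the list alone" apply Benjamini-Hochberg to the list's members only. Another 8 lists were written after the data had been seen and are given in the closing section.

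Genes are named by a rule written before the data were examined. For each time point the 5 highest and 5 lowest log2 changes with an adjusted p below 0.05 and the same sign at all 3 ages are named. For older against young rats it is the 10 highest and 10 lowest with the same sign at 5 or more of 6 time points. For phases and interactions it is the 5 highest and 5 lowest, or, if none passed, the 3 lowest p-values each way. The 12 nerve-related genes drawn in the study's figures and up to 4 members of each list with the largest change are named as well. Expressed sequence tags with no symbol were counted but not named. Group values are mean signal ± SD before the floor, which is why some lie below 20.

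The alternatives chosen before the data were examined were quantile normalization, median centring, a floor of 100, log2(signal + 50), filters at a mean signal of 200 and of 500, moderation with no trend, a fit of only the arrays of the pair of time points compared, a t-test on signals (called the methods' t-test, since the study used t tests) at 0.005 and after Benjamini-Hochberg, a linear trend over age, another reference for the interactions, averaging over a gene's probe sets, and leaving out each array, age and time point. The value 0.005 is the one the study gives for its change calls between arrays, not for its t tests. Fits without the young and adult 6-week arrays, and with the 3'/5' ratio of the actin control probe sets as a covariate, were added after the data had been seen. Other splits of the arrays into groups were run with a fixed seed (7).

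The fits were tested on simulated data with the same layout. Of 50 probe sets given a change, the 1-week comparison found 18%, 38%, 82% and 92% at log2 changes of 0.5, 1, 2 and 3, with 7 false calls among 8740. The older against young comparison found 22%, 62%, 100% and 100%, also with 7 false calls, and the 4 and 6 week comparison 14%, 12%, 36% and 58%, with 4. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, exact tests used scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.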

Results

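RNA was collected from the mid-shaft of the femur of female Sprague-Dawley rats that were young (6 weeks), adult (26 weeks) or older (52 weeks), either without a fracture (sham controls, called intact here) or after a closed fracture held by an intramedullary rod. The fractured femora were taken at 3 days and at 1, 2, 4 and 6 weeks. The segment held callus, cortical bone and marrow together. There were 18 arrays, 1 per age and time, each of RNA pooled from 2 rats. Arrays of the same time point correlated with each other (median r = 0.971) more than arrays of the same age did (median r = 0.944). By limma's F test 36.3% of 8740 probe sets changed over the 6 times, and 3 probe sets changed over the 3 ages. The 3'/5' signal ratio of the actin control probe sets, a sign of RNA quality, was 2.1 to 2.61 on the 3 intact arrays and 1.48 to 1.9 on the fractured arrays, apart from the young and adult 6-week arrays (2.72 and 2.27). It thus moves together with fracture.

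The comparison at 3 days asks what the first inflammatory days do to the segment. Transcripts of red cell precursors, neutrophils, mast cells and contractile muscle stood far below their level in intact femora. Genes that build and fold a fibrous extracellular matrix rose together, along with proteases of tissue remodelling and immediate early genes. All of these lists passed as groups with the preset correlation, but not with an estimated one. Most cartilage genes had not yet passed. Some genes of oxidative metabolism were lower. limma called 3437 probe sets (39.3%), 1652 higher and 1785 lower, or 947 genes higher and 1035 lower. Of these calls 97.8% had the same sign at all 3 ages, against 57.6% of all probe sets. The calls rest on the same 3 age differences, so a high share follows from the calling, here and at later times. It is not a separate test of agreement between ages.

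**Figure D1:**
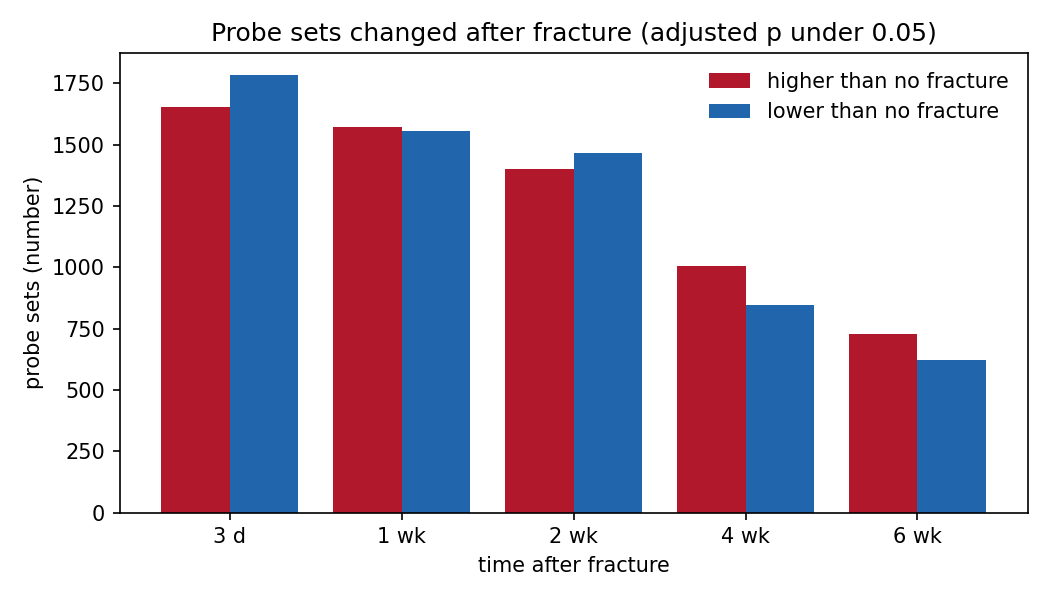
Bars give the number of probe sets (vertical axis) called higher or lower than with no fracture at each time after fracture (horizontal axis), with 3 arrays per time point. The calls fall from 3437 at 3 days to 1350 at 6 weeks.

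In the fibrous matrix list 17 of 18 genes rose at 3 days (17 adjusted over the list alone; median log2 change 2.67; camera adjusted p = 7.9e-08, and adjusted p = 0.32 with an estimated correlation). Examples are Lox, which cross-links collagen (14.3-fold, adjusted p = 0.00028; 5849 ± 467 against 602.4 ± 648, n = 3 each), the collagen chaperone Serpinh1 (12.3-fold), versican (Vcan, 11.2-fold) and tenascin C (Tnc, 8.85-fold). Bone matrix genes rose in 8 of 12 (9 adjusted over the list alone; median 1.33; adjusted p = 0.00029, and 0.36 with an estimated correlation). Proteases and their inhibitors rose in 10 of 19 (11 adjusted over the list alone; median 1.12; adjusted p = 0.00025, and 0.32 with an estimated correlation). Immediate early and heat shock genes rose in 9 of 15 (10 adjusted over the list alone; adjusted p = 7.2e-05, and 0.26 with an estimated correlation), with Nr4a3 at 4.66-fold (a dimmer probe set of this gene fell), Junb at 2.98-fold and Fos at 2.97-fold. The ribosomal protein list, which includes the kinase gene Rps6kb1, had 20 of 42 higher and 4 lower. The counts were the same adjusted over the list alone (median 0.29, adjusted p = 0.00029, and 0.32 with an estimated correlation). The strongest of those that fell was Rpl3l, the muscle form of its protein, which fell by 2.13 on the log2 scale.

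On the other side all 12 erythroid genes fell at 3 days (12 adjusted over the list alone; median -2.79; adjusted p = 2.1e-07, and 0.32 with an estimated correlation). All 6 neutrophil genes fell as well (6 adjusted over the list alone; median -4.2; adjusted p = 0.00049, and 0.32 with an estimated correlation). Mast cell genes fell in 8 of 12, the same count adjusted over the list alone (median -1.68; adjusted p = 0.00025, and 0.32 with an estimated correlation). Among them were the IgE receptor chain Ms4a2 (18.1-fold lower), the histamine-forming enzyme Hdc (12-fold lower), each with 2 of 3 fractured arrays at the floor, and chymase Cma1 (9.93-fold lower). Skeletal muscle genes fell in 19 of 23 and rose in 1, the same counts adjusted over the list alone (median -2; adjusted p = 2e-08, and 0.26 with an estimated correlation). The fast myosin Myh2 was 22.4-fold lower (229.3 ± 115 against 5305 ± 2660), the calcium buffer parvalbumin (Pvalb) 21.3-fold lower and calsequestrin (Casq1) 13.7-fold lower. Mitochondrial respiration genes fell in 13 of 34 and 1 rose, the same counts adjusted over the list alone (median -0.54; adjusted p = 0.0084, and 0.43 with an estimated correlation). Cox4i1 was 2.41-fold lower, while the adenine nucleotide carrier Slc25a5 was 3.52-fold higher. Fatty acid oxidation genes fell in 7 of 15 and rose in 2 (11 and 2 adjusted over the list alone; adjusted p = 0.043, and 0.46 with an estimated correlation), with Acadm 3.24-fold lower. Adipocyte genes fell in 4 of 13, again 4 adjusted over the list alone (median -0.65; adjusted p = 0.016, and 0.32 with an estimated correlation), with the insulin-regulated glucose transporter Slc2a4 6.51-fold lower.

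Other lists did not pass as groups at 3 days, although members did. Growth factor and cytokine genes rose in 10 of 30 and fell in 3 (median 0.17, adjusted p = 0.13). Complement and interferon genes fell in 6 of 12 and rose in 3 (median -0.73, adjusted p = 0.24). C3 was 24.3-fold lower and C1s 3.12-fold higher. Cell cycle genes fell in 8 of 20 and rose in 3 (median -0.7, adjusted p = 0.49). Cartilage genes rose in 3 of 8 (median 1.18, adjusted p = 0.18). Macrophage genes rose in 3 of 7 and fell in 1 (0.32, adjusted p = 0.15), and the T and NK cell genes fell in 6 of 15 (-0.22, adjusted p = 0.11). In the Schwann cell list 4 of 12 fell and 2 rose (-0.77, adjusted p = 0.5). Its myelin gene Mag was 2.33-fold lower and the nerve growth factor receptor Ngfr 3.08-fold lower, while Pmp22, which is made well beyond nerve, was 3.04-fold higher. Neuron (median -0.12, adjusted p = 0.5), osteoclast (-0.44, adjusted p = 0.67), B cell (-0.05, adjusted p = 0.98) and endothelium (0, adjusted p = 0.81) lists did not pass either, with 1 to 3 members called in each.

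The largest single rises at 3 days were in Cgref1, a secreted calcium-binding growth regulator (37-fold, log2 5.21 with SE 0.84, adjusted p = 0.00064), the inflammatory cytokine Il6 (33.5-fold, log2 5.06 with SE 0.44, adjusted p = 1.9e-05; 747.9 ± 444 against 12.8 ± 5.17, with all 3 intact arrays at the floor), and aggrecan (Acan, 26.8-fold, adjusted p = 0.0024). Next came the endoplasmic reticulum peroxidase Gpx7 (22.7-fold, adjusted p = 0.00076) and the retinoic acid binding protein Crabp2 (22.2-fold, adjusted p = 4.6e-05). The largest falls were in the interferon-induced antiviral gene Rsad2 (94-fold lower, log2 -6.56 with SE 0.58, adjusted p = 2.1e-05; 134.6 ± 95.1 against 11320 ± 4290) and in a probe set annotated to the ribosomal protein pseudogene Rps2-ps1 (41.4-fold lower). Then came the red cell anion exchanger Slc4a1 (40.5-fold lower, adjusted p = 9.6e-05), a haemoglobin alpha gene read by Hba-a3 (39.8-fold lower, adjusted p = 0.00033) and the erythropoietin receptor Epor (39.6-fold lower, adjusted p = 4.6e-05). Where intact arrays lie at the floor (all 3 for Il6 and Gal, 2 of 3 for Cgref1, Col10a1 and Gja1) the size and rank of the fold rest on that floor. The Rps2-ps1 and Hba-a3 probe sets may read the RNA of close relatives. The count at 3 days was 902 when only the arrays of the time points compared were fitted, 1021 with the methods' t-test at 0.005 and 1161 with the actin 3'/5' ratio as a covariate. With 1 of the ages left out it was 1742 without adult and 1844 without older rats, and within 1.5 times without young rats. The direction with more calls turned with the scaling: 48.1% were higher here, 52.2% after quantile normalization and 51% after median centring.

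The comparison at 1 week asks which tissue has replaced the first response. Cartilage genes were all higher, and the fibrous matrix and bone matrix genes stayed high. The fibrous and bone lists rose less in young rats at each time after fracture. In mean log2 signal relative to each gene's mean, the fibrous list stood at 0.48 in young rats against -0.62 with no fracture. It stood at 0.68 against -2.12 in adult and at 0.67 against -2.83 in older rats. For the bone list these were 0.15 against -0.16, 0.02 against -1.37 and -0.16 against -1.92. Red cell and neutrophil genes stayed low. Genes of DNA replication and division were now lower as a group. All of these lists passed with the preset correlation, but not with an estimated one. Contractile muscle genes lay much nearer to intact femora than at 3 days, and an embryonic muscle gene was among the largest rises. limma called 3126 probe sets (35.8%), 1571 higher and 1555 lower, or 873 genes higher and 928 lower. Of these calls 97.6% had the same sign at all 3 ages, against 56% of all probe sets.

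All 8 cartilage genes rose at 1 week (8 adjusted over the list alone; median 3.56; adjusted p = 0.00022, and 0.28 with an estimated correlation). Type II collagen (Col2a1) was 85-fold higher (log2 6.41 with SE 1.03, adjusted p = 0.00094; 7748 ± 1870 against 126.3 ± 93.3, n = 3 each). Type X collagen of hypertrophic cartilage (Col10a1) was 47.8-fold higher, Acan 31.8-fold and Comp 15-fold. Bone matrix genes rose in 8 of 12 (9 adjusted over the list alone; median 1.19; adjusted p = 0.00042, and 0.38 with an estimated correlation). Fibrous matrix genes rose in 17 of 18 (17 adjusted over the list alone; median 2.62; adjusted p = 7.7e-09, and 0.32 with an estimated correlation). Proteases rose in 10 of 19, again 10 adjusted over the list alone (median 1.62; adjusted p = 2.1e-05, and 0.32 with an estimated correlation). Macrophage elastase Mmp12 was at 13.5-fold, tissue plasminogen activator Plat at 7.46-fold and the inhibitor Timp2 at 7.14-fold. Erythroid genes fell in 11 of 12 (12 adjusted over the list alone; median -3.07; adjusted p = 3.2e-08, and 0.28 with an estimated correlation), with the haem-forming enzyme Alas2 24.9-fold lower. Neutrophil genes fell in 6 of 6 (6 adjusted over the list alone; median -3.9; adjusted p = 0.00034, and 0.32 with an estimated correlation). Cell cycle genes fell in 15 of 20 and rose in 3, the same counts adjusted over the list alone (median -1.72; adjusted p = 0.00034, and 0.38 with an estimated correlation). Ccne1 was 5.32-fold lower, Mcm6 5.12-fold and Top2a 4.75-fold. Skeletal muscle genes fell in 8 of 23 and rose in 2 (12 and 2 adjusted over the list alone; median -0.56; adjusted p = 0.02, and 0.46 with an estimated correlation).

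**Figure D2:**
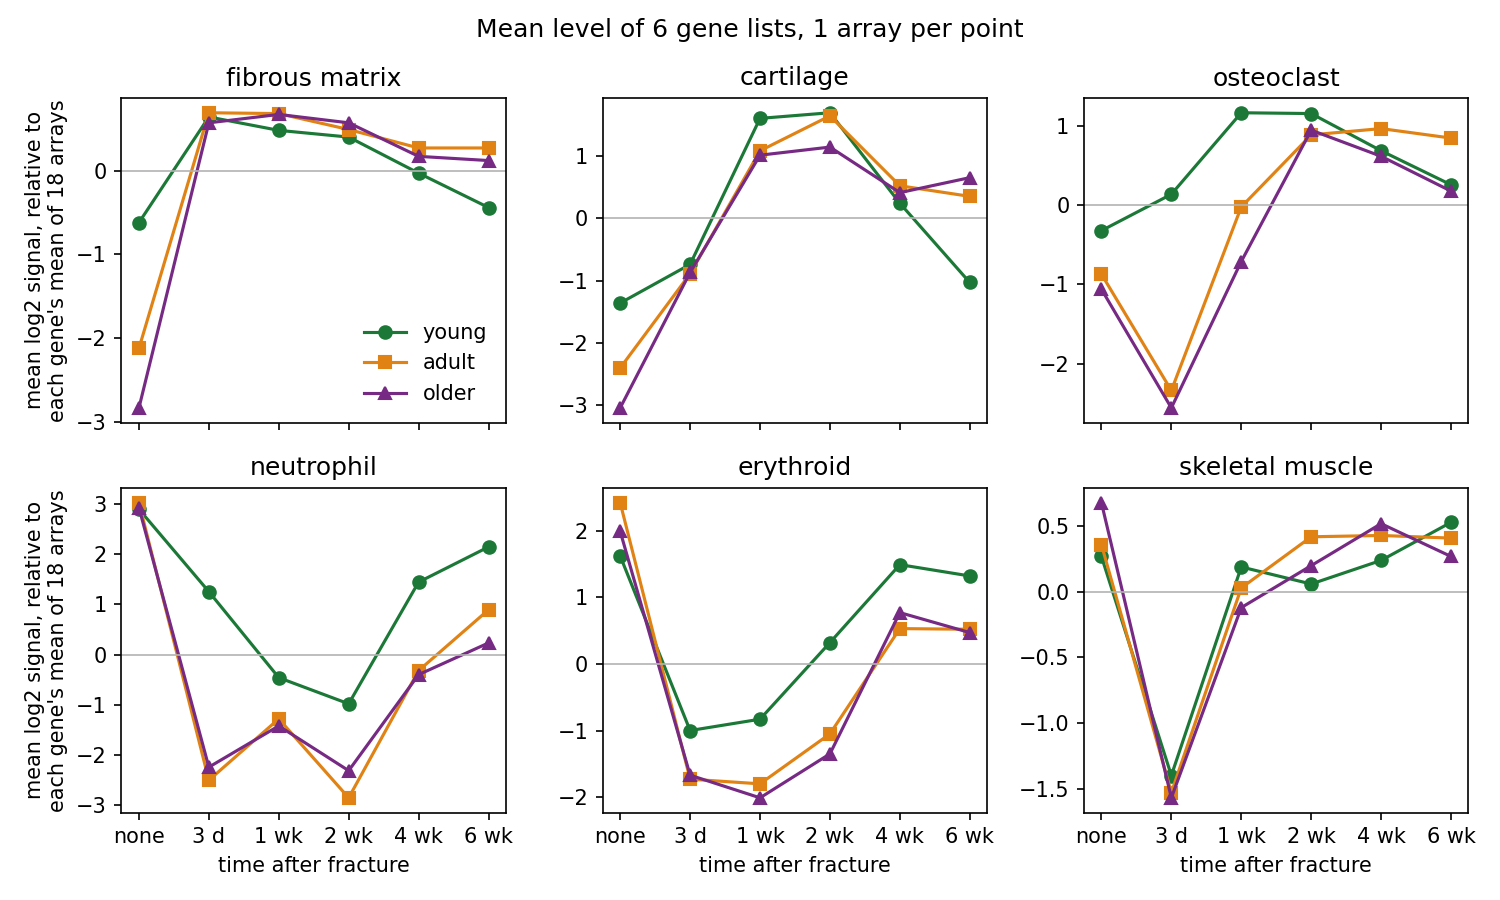
Mean log2 signal of 6 gene lists, relative to each gene's mean over the 18 arrays (vertical axis), against time after fracture (horizontal axis), with 1 array per point for young, adult and older rats. The cartilage list peaks at 1 to 2 weeks (1.6 and 1.69 in young rats), and the fibrous matrix list differs between the intact arrays (-0.62 in young, -2.12 in adult and -2.83 in older rats) more than between the fractured ones.

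Among single genes at 1 week, tissue kallikrein Klk1 (62.9-fold, adjusted p = 6.5e-05; 5027 ± 1430 against 77.9 ± 2.71), the embryonic and atrial myosin light chain Myl4 (43.2-fold, adjusted p = 4.8e-05) and the neuropeptide galanin (Gal, 35.6-fold with all 3 intact arrays at the floor, adjusted p = 0.00084) rose beside Col2a1 and Col10a1. The eosinophil granule protein Prg2 had the largest fall (78.7-fold lower, log2 -6.3 with SE 0.83, adjusted p = 0.00032; 23.27 ± 5.64 against 1868 ± 318). It was followed by Hba-a3 (56.3-fold lower) and Rps2-ps1 (48.6-fold lower, with 2 of 3 fractured arrays at the floor). Then came the neuronal calmodulin-binding protein neurogranin (Nrgn, 45.2-fold lower, adjusted p = 0.00015) and Slc4a1 (41.7-fold lower). The T and NK cell list did not pass (median -0.26, adjusted p = 0.48). Its T cell receptor complex gene Cd3g (log2 change -0.99, adjusted p = 0.014) and the killer cell genes Klrb1a (-1.08, adjusted p = 0.038) and Klrd1 (-0.91, adjusted p = 0.03) fell while Cd4, which rat macrophages also carry, rose (0.87, adjusted p = 0.041). The count at 1 week was 356 when only the arrays of the time points compared were fitted, 1073 with the methods' t-test, 976 with the actin 3'/5' ratio as a covariate, 1051 without adult and 1189 without older rats, and within 1.5 times without young rats. Median centring had 47.6% of calls higher, where the main fit had 50.3%.

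The comparison at 2 weeks asks what the callus holds when cartilage is most prominent. Cartilage, bone matrix and bone-resorbing osteoclast genes were high as groups with the preset correlation, but not with an estimated one. Neutrophil genes were at their lowest. Contractile muscle genes were no longer different as a group. limma called 2868 probe sets (32.8%), 1403 higher and 1465 lower, or 766 genes higher and 866 lower. The sign was the same at all 3 ages for 97% of calls and 51.8% of all probe sets. Cartilage genes rose in 7 of 8 (8 adjusted over the list alone; median 3.48; adjusted p = 2.6e-05, and 0.31 with an estimated correlation). Col10a1 reached 140-fold (log2 7.13 with SE 0.79, adjusted p = 0.00017; 4590 ± 2080) and Col2a1 105-fold (adjusted p = 0.00088). Bone matrix genes rose in 9 of 12 (9 adjusted over the list alone; median 1.62; adjusted p = 4e-06, and 0.31 with an estimated correlation). Bone sialoprotein Ibsp was at 8.15-fold, Phex at 7.64-fold and osteopontin Spp1 at 4.37-fold. Osteoclast genes rose in 4 of 7 and fell in 1, the same counts adjusted over the list alone (median 2.63; adjusted p = 0.019, and 0.37 with an estimated correlation). Cathepsin K (Ctsk, 10.3-fold; 14830 ± 1120 against 2026 ± 2070), the acid phosphatase Acp5 (10.1-fold) and the chloride transporter Clcn7 (9.01-fold) rose, and Mmp9 had a log2 value of 2.63 with adjusted p = 0.13. Skeletal muscle genes had 1 of 23 higher and 1 lower (median -0.24, adjusted p = 0.35).

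Neutrophil genes fell in 6 of 6 at 2 weeks (6 adjusted over the list alone; median -5.34; adjusted p = 3.9e-05, and 0.31 with an estimated correlation). Calgranulin S100a8 was 63.7-fold lower (356.6 ± 355 against 16420 ± 3000, n = 3 each, adjusted p = 0.00018), and the defensin read by Defa5 60.5-fold lower. Fibrous matrix genes rose in 17 of 18 (17 adjusted over the list alone; median 2.33; adjusted p = 4.7e-09, and 0.31 with an estimated correlation). Cell cycle genes fell in 14 of 20 and rose in 2 (15 and 2 adjusted over the list alone; median -1.6; adjusted p = 0.00096, and 0.37 with an estimated correlation). Growth factors rose in 9 of 30 and fell in 2 (10 and 2 adjusted over the list alone; median 0.26; adjusted p = 0.051, and 0.31 with an estimated correlation). Among them were Tgfb3 (7.8-fold), Igfbp5 (4.9-fold) and Igf1 (4.62-fold). The neuron list did not pass (median -0.29, adjusted p = 0.5), and its sodium channel of pain fibres, Scn10a, fell by 1.27 (adjusted p = 0.026, with 2 of 3 fractured arrays at the floor). Also among the largest rises were Gal (44.2-fold over intact arrays at the floor, adjusted p = 0.00075), Cgref1 (27.7-fold) and Acan (22-fold). Prg2 and Nrgn were each 79.6-fold lower. RoBo-1 (annotated Lypd8l1), a gene of bone and growth plate cartilage, was 47.1-fold lower (adjusted p = 4.4e-05; 265.6 ± 143 against 11520 ± 1350). The count at 2 weeks was 0 when only the arrays of the time points compared were fitted, 857 with the methods' t-test, 653 with the actin 3'/5' ratio as a covariate, 889 without adult and 884 without older rats, and within 1.5 times without young rats. Quantile normalization had 52.5% of calls higher, where the main fit had 48.9%.

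Intact rats had the age at fracture, so at 4 weeks healing and ageing are mixed. Neutrophil and red cell genes were lower than in intact femora, by less than at 2 weeks, and mast cell genes were no longer lower as a group. Matrix genes of cartilage, bone and fibrous tissue remained high, and 4 of 8 genes of the B cell list were higher. The matrix, neutrophil, red cell and B cell lists passed with the preset correlation, but not with an estimated one. The fibrous list stood at -0.03 in young rats against -0.62 with no fracture. It stood at 0.27 against -2.12 in adult and at 0.17 against -2.83 in older rats. For the bone list these were 0.45 against -0.16, 0.47 against -1.37 and 0.13 against -1.92. The B cell list includes class II genes (Cd74 and the RT1 genes), which macrophages and dendritic cells also express. limma called 1855 probe sets (21.2%), 1007 higher and 848 lower, or 584 genes higher and 522 lower. The sign was the same at all 3 ages for 96.8% of calls and 43.3% of all probe sets. Bone matrix genes rose in 10 of 12 (12 adjusted over the list alone; median 1.47; adjusted p = 6.3e-07, and 0.47 with an estimated correlation). Fibrous matrix genes did so in 17 of 18 (17 adjusted over the list alone; median 1.98; adjusted p = 3.1e-09, and 0.47 with an estimated correlation), and cartilage genes in 6 of 8 (6 adjusted over the list alone; median 2.72; adjusted p = 0.00094, and 0.47 with an estimated correlation). Neutrophil genes fell in 5 of 6 (6 adjusted over the list alone; median -2.65; adjusted p = 0.00094, and 0.47 with an estimated correlation). Erythroid genes fell in 5 of 12 (6 adjusted over the list alone; median -1.02; adjusted p = 0.0034, and 0.47 with an estimated correlation). The mast cell list had 4 of 12 higher and 3 lower (4 and 4 adjusted over the list alone; median 0.6, adjusted p = 0.43). The B cell list had 4 of 8 higher (4 higher and 1 lower adjusted over the list alone; median 0.68; adjusted p = 0.031, and 0.47 with an estimated correlation). The macrophage list did not pass (median 0.66, adjusted p = 0.099), but galectin 3 (Lgals3, 2.4-fold), cathepsin S (Ctss, 2.32-fold) and C1qb (1.93-fold) rose. In the endothelium list (median -0.32, adjusted p = 0.49) Edn1 (2.58-fold) and Pecam1 (1.91-fold) rose while Vwf (2.12-fold lower, with 2 of 3 fractured arrays at the floor) and Selp (1.9-fold lower), which platelets also carry, fell.

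The largest rises at 4 weeks were Col2a1 (46.9-fold, adjusted p = 0.0053), Gal (28.3-fold over intact arrays at the floor) and Col10a1 (26.9-fold). After them came the gap junction protein connexin 43 (Gja1, 18-fold, adjusted p = 0.0035) and Cgref1 (15.3-fold). The largest falls were Nrgn (19.1-fold lower), RoBo-1 (18.8-fold lower, adjusted p = 0.00036) and the neutrophil enzyme Padi4 (13.1-fold lower; 327.2 ± 182 against 3908 ± 272, n = 3 each). Prg2 was 12.7-fold lower and the sphingolipid enzyme Degs2 10.8-fold lower, with all 3 fractured arrays at the floor. The count at 4 weeks was 0 when only the arrays of the time points compared were fitted, 369 with the methods' t-test, 172 with the actin 3'/5' ratio as a covariate, 37 without adult and 111 without older rats. Without young rats it stayed within 1.5 times of 1855, although as many arrays were left out. It was 867 without the adult 4-week array. Median centring had 45.7% of calls higher (886 higher, 1052 lower), where the main fit had 54.3%.

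The same limit holds at 6 weeks. Over the 3 ages together the matrix lists remained higher and the cell cycle list lower with the preset correlation, but not with an estimated one. In addition, 3 class II genes were higher. The matrix difference came mostly from adult and older rats. The fibrous list stood at -0.44 in young rats against -0.62 with no fracture, at 0.27 against -2.12 in adult and at 0.12 against -2.83 in older rats. For the bone list these were 0.07 against -0.16, 0.34 against -1.37 and 0.01 against -1.92. For the cartilage list they were -1.03 against -1.36, 0.35 against -2.4 and 0.65 against -3.04. limma called 1350 probe sets (15.4%), 729 higher and 621 lower, or 414 genes higher and 416 lower. The sign was the same at all 3 ages for 95% of calls and 37.2% of all probe sets. Fibrous matrix genes rose in 14 of 18 (17 adjusted over the list alone; median 1.88; adjusted p = 2.5e-09, and 0.35 with an estimated correlation). Bone matrix genes rose in 6 of 12 (11 adjusted over the list alone; median 1.31; adjusted p = 1.8e-06, and 0.35 with an estimated correlation), and cartilage genes in 6 of 8 (6 adjusted over the list alone; median 2.73; adjusted p = 0.0015, and 0.35 with an estimated correlation). In the B cell list 3 of 8 rose (4 higher and 1 lower adjusted over the list alone; median 0.78; adjusted p = 0.013, and 0.35 with an estimated correlation). They were the class II genes Cd74 (2.64-fold, adjusted p = 0.0014), RT1-Db1 (2.62-fold) and RT1-Da (1.76-fold), which macrophages and dendritic cells also express. A further class II gene, RT1-Ba, did not pass (0.89, adjusted p = 0.25). Cell cycle genes fell in 9 of 20 and rose in 1 (14 and 2 adjusted over the list alone; median -0.97; adjusted p = 0.00046, and 0.36 with an estimated correlation). Neutrophil genes fell in 2 of 6 (5 adjusted over the list alone; median -1.71; adjusted p = 0.0061, and 0.38 with an estimated correlation). Gal (25.1-fold over intact arrays at the floor, adjusted p = 0.0051) and Mmp12 (22.9-fold, log2 4.52 with SE 0.59, adjusted p = 0.0012; 1095 ± 644 against 40.57 ± 8.6, n = 3 each) rose most. Col2a1 (21-fold), protease nexin Serpine2 (11.6-fold) and the stress-induced regulator Nupr1 (10.1-fold) came next. Their log2 differences varied with age, from 0.35 to 7.94 for Col2a1, 1.52 to 5.43 for Serpine2 and 0.71 to 4.91 for Nupr1. Col2a1 lost its call without the adult or the older array of either no fracture or 6 weeks. Prg2 (13.2-fold lower), Nrgn (12.9-fold lower), Epor (11.4-fold lower), complement C3 (9.87-fold lower) and the calcium-binding protein Tesc (9.47-fold lower) fell most. The count at 6 weeks was 0 when only the arrays of the time points compared were fitted, 248 with the methods' t-test, 57 without adult and 46 without older rats, and within 1.5 times of 1350 without young rats. It was 505 without the adult 6-week array and 491 without the young and adult 6-week arrays, whose 3'/5' ratios were the highest of the fractured arrays. Median centring had 48.5% of calls higher, where the main fit had 54%.

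The comparison of older with young rats over all 6 times asks which genes differ with age whatever the stage of healing. Few genes passed over all 6 times. Single genes of muscle were among those higher in older rats, and single genes of B cells and the bone hormone osteocalcin among those lower, while the muscle and B cell lists as wholes did not differ. limma called 39 probe sets, 18 higher and 21 lower (12 genes higher and 14 lower), and 1230 had an unadjusted p below 0.05. In the separate fit by phase, which has 4 residual degrees of freedom, it called 162 over the 5 fractured times (75 higher, 87 lower) and 251 with no fracture (96 higher, 155 lower), the latter on 1 array per age. Muscle genes among the calls were the myogenic factor Myf6 (1.82-fold, log2 0.86 with SE 0.08, adjusted p = 0.0029; 904.8 ± 428 against 485.7 ± 170, n = 6 each) and the ring finger protein Trim54 (1.97-fold, adjusted p = 0.048). The laminin receptor chain Itga7 (1.69-fold, adjusted p = 0.045) and filamin C (Flnc, 1.48-fold, adjusted p = 0.031) were others. The skeletal muscle list as a whole did not differ (0 of 23 called; 2 higher adjusted over the list alone; median -0.03, mean 0.02, adjusted p = 0.89). The scavenger receptor Olr1 (2.23-fold, adjusted p = 0.037), clusterin (Clu, 2.05-fold, adjusted p = 0.046), the lipid droplet protein Cidea (1.81-fold, adjusted p = 0.031), the serotonin receptor Htr2b (1.58-fold), Nol3 (1.53-fold) and Cops7a (1.5-fold) were also higher. All 10 of these were higher in older rats at 6 of 6 times.

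Lower in older rats were the immunoglobulin genes Ighvl1 (3.38-fold lower, adjusted p = 0.034) and Iglc1 (2.35-fold lower, adjusted p = 0.046), the B cell receptors Cd72 (2.69-fold lower, adjusted p = 0.031; 342.7 ± 334 against 952.7 ± 883, n = 6 each) and Cd40 (1.85-fold lower, adjusted p = 0.031), and Vav1, a signalling protein of blood cells (1.68-fold lower). RoBo-1 was 3.14-fold lower (adjusted p = 0.048) and osteocalcin, read by Bglap, was 2.22-fold lower (adjusted p = 0.043; 8211 ± 3880 against 17030 ± 3800). Rpl17 (1.87-fold lower), Arhgef4 (1.79-fold lower) and Slc16a6 (1.65-fold lower) complete the 10. Median centring of the arrays gave 64 calls, 68.8% of them higher, and quantile normalization had 54.8% higher, where the main fit had 46.2% higher. The count was 3 without the 6-week arrays, 2 without the 2-week arrays, also 2 without the older 2-week array alone, and 4 with the actin 3'/5' ratio as a covariate, and it ranged from 2 to 91 when 1 array was left out. Of those 18 fits Myf6 was called in all, but Trim54 lost its call in 18, RoBo-1 (Lypd8l1) and Slc16a6 in 17, Clu, Cops7a, Iglc1, Bglap and Rpl17 in 16, and Olr1, Itga7 and Htr2b in 15.

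Lists of marrow cells, of bone and of several processes lay lower in older than in young rats. They passed with the preset correlation, but not with an estimated one. No neutrophil gene was called among all probe sets (0 of 6 by limma), and all 6 were lower adjusted over the list alone (median -1.85; adjusted p = 2.6e-05, and 0.24 with an estimated correlation). S100a8 had a log2 value of -1.97 (adjusted p = 0.11) and S100a9 of -1.92 (adjusted p = 0.087), lower in older rats at each of 6 times. Erythroid genes (2 of 12 lower adjusted over the list alone; median -0.8; adjusted p = 2.6e-05, and 0.24 with an estimated correlation) and mast cell genes (5 of 12; median -0.5; adjusted p = 0.00018, and 0.24 with an estimated correlation) had lower medians too. So did the osteoclast list (2 of 7 lower adjusted over the list alone; median -1.05; adjusted p = 0.0011, and 0.24 with an estimated correlation), with a log2 value of -1.32 for Acp5 and -1.05 for the calcitonin receptor Calcr. That difference lay mostly at 3 days (list level 0.14 in young and -2.56 in older rats) and 1 week (1.17 and -0.71), with less on the intact arrays (-0.32 and -1.06) and little at 2 weeks (1.16 and 0.95), 4 weeks (0.69 and 0.62) or 6 weeks (0.26 and 0.18). The neutrophil, erythroid and mast cell lists were lower in older rats at each time after fracture, but not on the intact arrays. Their intact levels in young and older rats were 2.89 and 2.92, 1.62 and 1.99, and 0.56 and 0.69. In the bone matrix list 1 of 12 was called, Bglap (1 adjusted over the list alone; median -0.47; adjusted p = 0.00018, and 0.31 with an estimated correlation), and Col1a1 had -0.87 (adjusted p = 0.26). Much of this lay on the intact arrays (list level -0.16 in young and -1.92 in older rats), and over the 5 fractured times the median was -0.2 (adjusted p = 0.0074, and 0.22 with an estimated correlation). Cell cycle genes also lay lower (1 lower adjusted over the list alone, median -0.35, adjusted p = 0.0026, and 0.47 with an estimated correlation). Complement and interferon genes did too (3 lower and 1 higher adjusted over the list alone, median -0.33, adjusted p = 0.014, and 0.26 with an estimated correlation). So did the ribosomal protein list, which includes the kinase gene Rps6kb1 (2 of 42 called lower, median -0.09, adjusted p = 0.00026, and 0.24 with an estimated correlation).

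Lipid lists lay higher in older rats with the preset correlation, but not with an estimated one. Adipocyte genes had 3 of 13 higher adjusted over the list alone (median 0.26; adjusted p = 0.0026, and 0.24 with an estimated correlation), with log2 values of 1.51 for the desaturase Scd, 0.79 for the fatty acid transporter Cd36 and 0.79 for Fabp4. Over the 5 fractured times alone the adipocyte list did not pass (median 0.12, adjusted p = 0.17). Fatty acid oxidation genes (0 adjusted over the list alone; median 0.27; adjusted p = 0.00018, and 0.24 with an estimated correlation) and immediate early and heat shock genes (2 higher adjusted over the list alone; median 0.16; adjusted p = 0.0092, and 0.24 with an estimated correlation) lay higher as well. No clear difference was seen for cartilage (median -0.16, adjusted p = 0.6), fibrous matrix (-0.24, adjusted p = 0.37), macrophage (0.12, adjusted p = 0.14), B cell (-0.14, adjusted p = 0.26), T and NK cell (-0.07, adjusted p = 0.43) or endothelium (0.12, adjusted p = 0.43). The same holds for neuron (0.07, adjusted p = 0.43), mitochondrial respiration (-0.03, adjusted p = 0.46), protease (0.12, adjusted p = 0.23) and growth factor lists (-0.02, adjusted p = 0.73), and for the Schwann cell list (median -0.11, mean 0.02, adjusted p = 0.76).

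Comparing adult with young rats reuses those young arrays, so values in common are not separate evidence. limma called 7 probe sets, 3 higher and 4 lower, and 836 had an unadjusted p below 0.05. Named after the values were seen, Efemp1 (log2 1.40), Myf6 (0.60, adjusted p = 0.032) and Flnc (0.60) were higher in adult rats. Map4k1 (-1.08), Cd40 (-1.03, adjusted p = 0.032), Slc16a6 (-0.96) and Arhgap30 (-0.76) were lower. By brightest probe set only 1 gene was higher and 3 lower. Neutrophil genes had 0 of 6 called and 6 lower adjusted over the list alone (median -1.63; adjusted p = 6.9e-07, and 0.45 with an estimated correlation), and erythroid genes had a median of -0.77 (adjusted p = 2.4e-06, and 0.45 with an estimated correlation). Between older and adult rats limma called 0 probe sets, 600 had an unadjusted p below 0.05, and no alternative gave a call. There the neutrophil list had a median of -0.03, and fatty acid oxidation genes one of 0.22 (adjusted p = 9.6e-05, and 0.97 with an estimated correlation). The count for adult against young rats was 0 without the 3-day, the 1-week, the 2-week or the 4-week arrays, and 12 without the intact arrays.

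The comparison of older with young rats at 1 and 2 weeks asks whether age alters the callus while cartilage forms. No gene passed. limma called 0 probe sets, 977 had an unadjusted p below 0.05, and the methods' t-test passed 64 at 0.005. The genes with the lowest p-values each way, all of which failed, were Myf6 (log2 1.06 with SE 0.07, adjusted p = 0.076), the muscle GTPase Rrad (1.64, adjusted p = 0.11) and nestin (Nes, 1.1, adjusted p = 0.11) with positive values. With negative values they were Cpz (-0.67), beta globin read by Hbb-b1 (-2.16) and the adrenergic receptor Adrb3 (-0.62; adjusted p = 0.11 each). Erythroid genes had 0 of 12 called and 7 lower adjusted over the list alone (median -1.27; adjusted p = 4.4e-09, and 0.13 with an estimated correlation). The count was 86 among probe sets with a mean signal of at least 200 and 24 with log2(signal + 50).

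At 4 and 6 weeks the same comparison asks whether older callus matures differently. The cartilage gene Comp and the smooth muscle gene Myh11 were among those higher in older rats, and the myeloid gene Fgr among those lower. limma called 108 probe sets, 38 higher and 70 lower (26 genes higher and 35 lower), and 1826 had an unadjusted p below 0.05. Comp, a cartilage matrix protein, was 6.76-fold higher (log2 2.76 with SE 0.29, adjusted p = 0.039; 1335 ± 277 against 198.6 ± 51.2, n = 2 each). Aminopeptidase A (Enpep) was 5.01-fold higher (adjusted p = 0.015, both young arrays at the floor), the homeobox gene Meox2 3.66-fold, the integrin chain Itgb4 3.32-fold and smooth muscle myosin Myh11 3.02-fold (adjusted p = 0.016). The transporter Slc37a1 was 6.88-fold lower (adjusted p = 0.034), Tesc 5.99-fold, the myeloid kinase Fgr 3.83-fold (adjusted p = 0.015), Slc6a18 3.73-fold and the homeobox gene Isl2 3.4-fold. The cartilage list did not pass (1 of 8 called, 2 higher adjusted over the list alone; median 0.64, adjusted p = 0.073). Cell cycle genes had 0 of 20 called by limma and, adjusted over the list alone, 12 lower and 1 higher (median -0.84; adjusted p = 0.00014, and 0.3 with an estimated correlation). Proteases had 6 higher and 1 lower adjusted over the list alone (median 0.42; adjusted p = 0.00014, and 0.3 with an estimated correlation). Quantile normalization had 47.4% of calls higher and median centring 61.9%, where the main fit had 35.2%. The count was 1 with the actin 3'/5' ratio as a covariate and 0 without the adult or the older array of either 1 or 2 weeks.

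The interactions ask whether fracture moves genes differently in older and young rats. Each interaction subtracts the difference between 1 older and 1 young intact array, which are assumed to vary like the other arrays, so a departure of either array cannot be told apart from an effect of age. On those arrays the median older minus young value was -2.53 for the fibrous matrix list and -1.85 for the bone matrix list. limma called 194 probe sets at 1 and 2 weeks (113 higher, 81 lower) and 264 at 4 and 6 weeks (161 higher, 103 lower). Fibrous matrix genes had a positive interaction in 9 of 18 at 1 and 2 weeks (16 adjusted over the list alone; median 2.39; adjusted p = 4.6e-16, and 0.074 with an estimated correlation). They did so in 11 of 18 at 4 and 6 weeks (17 adjusted over the list alone; median 2.84; adjusted p = 1.1e-16, and 0.094 with an estimated correlation). Bone matrix genes did so in 3 of 12 at each phase (7 and 10 adjusted over the list alone; medians 1.3 and 1.59; adjusted p = 1.6e-05 and 3.5e-07, and 0.074 and 0.094 with an estimated correlation).

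At 1 and 2 weeks the largest positive interactions were in Tnn, a tenascin (log2 4.57 with SE 0.63, adjusted p = 0.043), Gpx7 (4.36), Acan (4.35), the cartilage collagen Col11a1 (4.24, adjusted p = 0.0066) and the matrix protein Aebp1 (4.12, adjusted p = 0.0029). The largest negative ones were in Hba-a3 (-3.8), synuclein gamma (Sncg, -3.67), liver glycogen synthase Gys2 (-2.32), trehalase (Treh, -1.84) and the calcium channel subunit Cacnb2 (-1.67, adjusted p = 0.005). At 4 and 6 weeks they were Acan (5.64 with SE 0.63, adjusted p = 0.02), Cgref1 (4.68), Col11a1 (4.64, adjusted p = 0.0044), Wfdc1 (4.46) and Aebp1 (4.29, adjusted p = 0.0024). On the negative side were Cacnb2 (-3.43, adjusted p = 0.00033), Treh (-2.18), Gys2 (-2.02), the calcium-sensing receptor Casr (-1.86) and Isl2 (-1.74). For Gys2 and Cacnb2 the fractured arrays at 1 and 2 weeks all lay at the floor, so their values come from the intact arrays. The same holds for Treh, with 1 of 2 such arrays of each age at the floor. Its older minus young differences there were 0 and 0.06. Against the age difference at all other times the counts were 56 and 120, and Cacnb2 at 1 and 2 weeks turned to 0.47. Median centring had 47.3% of the calls at 1 and 2 weeks higher and quantile normalization 49.2%, where the main fit had 58.2%.

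The nerve-related genes were chosen by the study from these and related arrays, so their behaviour here is not independent evidence. Of the 25 genes listed as rising after fracture, 17, 17, 18, 13 and 9 rose at 3 days, 1, 2, 4 and 6 weeks (18, 20, 19, 14 and 11 adjusted over the list alone), and 2 fell at 6 weeks. Their medians were 1.51, 1.29, 1.45, 1.04 and 0.76 (adjusted p = 1.1e-07, 2.2e-08, 7.1e-09, 3e-06 and 0.00076, and 0.082, 0.066, 0.044, 0.09 and 0.2 with an estimated correlation). Of the 13 listed as falling, 7, 7, 8, 4 and 5 fell (7, 7, 8, 6 and 5 adjusted over the list alone), with medians of -0.99, -0.97, -1.02, -0.77 and -0.66 (adjusted p = 0.0024, 0.0016, 5e-04, 0.004 and 0.003, and 0.082, 0.066, 0.044, 0.09 and 0.13 with an estimated correlation). Galanin rose at every time (log2 4.02, 5.15, 5.46, 4.82 and 4.65), with all 3 intact arrays at the floor. Over all times galanin had -0.12 in older against young rats (adjusted p = 1), which averages differences that ran opposite ways. Its signal was 810.2 in young and 200.9 in older rats at 3 days, 1290.4 and 372.8 at 1 week, and 127.4 and 678 at 6 weeks, on 1 array each and not tested. The growth-associated protein pleiotrophin (Ptn) rose at 3 days (2.82, adjusted p = 0.0077), 1 week (2.27) and 2 weeks (2.17), with 1.22 (adjusted p = 0.23) and 1.17 (adjusted p = 0.28) later. In young rats its signal at 1 week (786.1) lay below the intact value (995.9), and the intact values were lower in adult (176.9) and older rats (93.7). The axonal adhesion protein TAG-1 (Cntn2) fell at each time, most at 3 days (-2.15, adjusted p = 4.2e-05; 112.8 ± 29.5 against 495.6 ± 101, n = 3 each). The study lists TAG-1, S-SCAM and PCTAIRE 3 as absent by its detection calls, so the log2 values of these probe sets rest on signals not scored above background. Of its 3 drawn genes with a prolonged fall in older rats, the study also scored 1 as absent on most arrays.

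**Figure D3:**
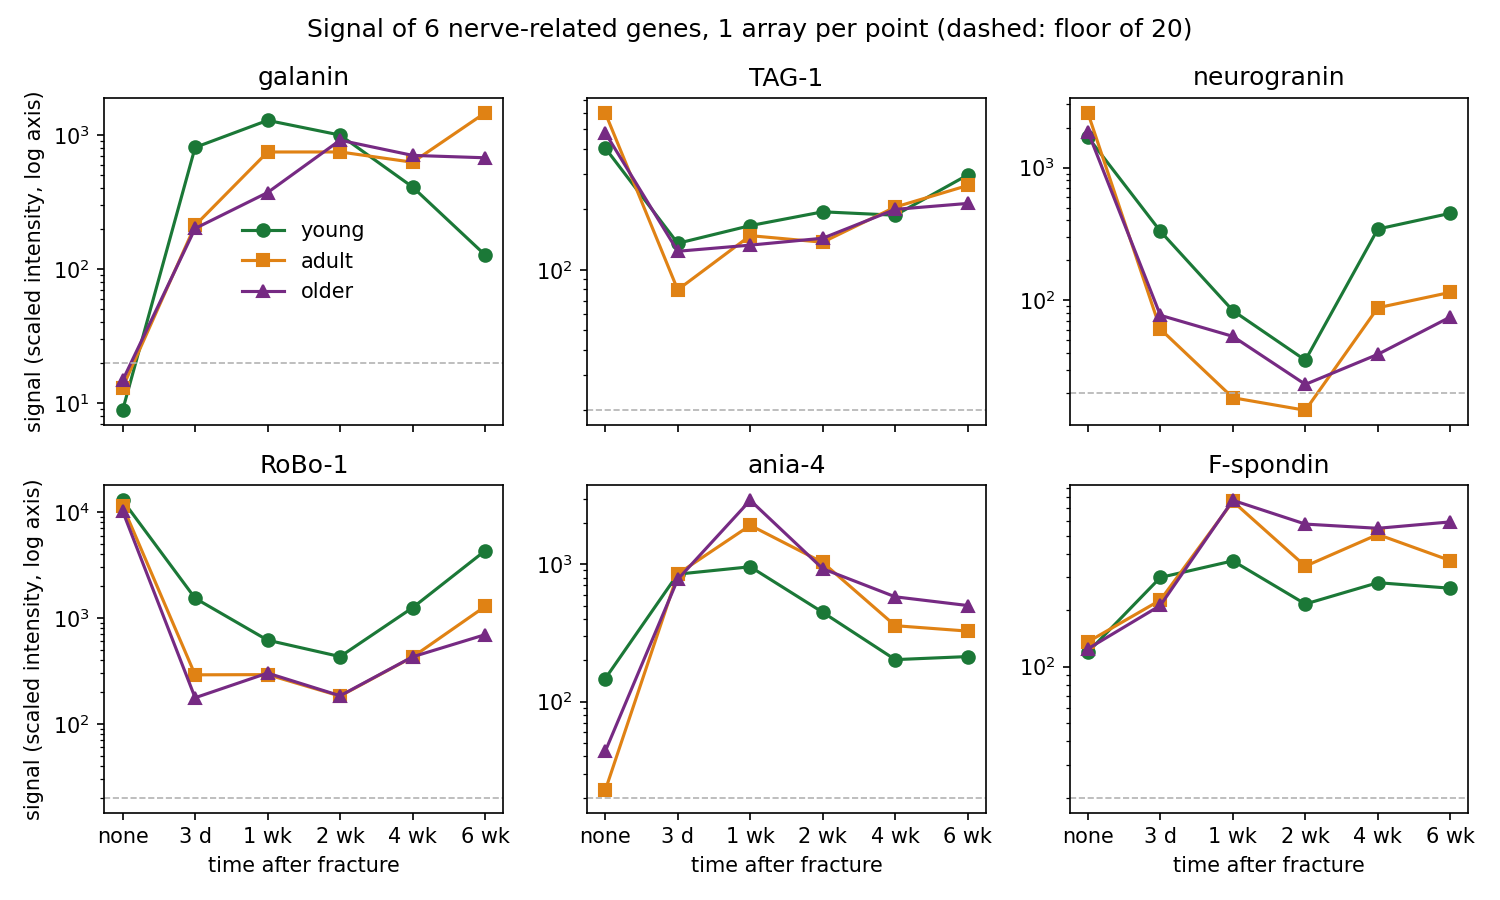
Signal (vertical axis, scaled intensity on a log scale, dashed line at the floor of 20) of 6 nerve-related genes against time after fracture (horizontal axis), with 1 array per point for young, adult and older rats. Galanin rises in all ages, and neurogranin at 4 and 6 weeks averages 398.5 in young and 56.95 in older rats (adjusted p = 0.05, above the threshold), against 1702.6 and 1873.1 with no fracture.

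For the prolonged fall in older rats the list of 8 had 0 called at 4 and 6 weeks by limma and, adjusted over the list alone, 3 lower and 1 higher (median -0.61, camera adjusted p = 0.21). The test fry, which does not compare the list with other genes, gave adjusted p = 0.029 there, in the lower direction. Over all 6 times, older against young, fry gave adjusted p = 0.49 for that list. The interaction of that list, which rests on 1 intact array per age, had 0 called and 4 lower adjusted over the list alone (median -1.55; adjusted p = 0.00036, and 0.085 with an estimated correlation). On those intact arrays, 1 per age, the list was higher in older rats (median 0.57). Its drawn genes fell at every time against intact femora, with log2 changes of -6.31 to -3.68 for Nrgn, -2.91 to -1.22 for neuropeptide Y (Npy) and -5.56 to -2.87 for RoBo-1. Between older and young rats at 4 and 6 weeks Nrgn had -2.87 (adjusted p = 0.05, just above the threshold, and 0.0026 adjusted over the list alone; 56.95 ± 25.2 against 398.5 ± 76.6, n = 2 each), RoBo-1 -2.09 (0.05 and 0.0026) and Npy -0.66 (0.12 and 0.021). For weaker responses the list of 7 had 0 called at 1 and 2 weeks by limma and 1 lower adjusted over the list alone (median -0.63; adjusted p = 0.00088, and 0.078 with an estimated correlation). Its interaction, the test of the response itself, did not pass (median -0.2, adjusted p = 0.41). In the plain older minus young difference at 1 and 2 weeks, not the interaction, the synaptic scaffold S-SCAM had -1.83 (adjusted p = 0.26). In that same difference the kinase PCTAIRE 3 (Cdk18) had -2.09 (adjusted p = 0.44) and the phosphatase Ptprz1 -1.33 (adjusted p = 0.36). For stronger responses the list of 9 had 0 called at 1 and 2 weeks by limma and 6 higher adjusted over the list alone (median 0.97; adjusted p = 2.8e-06, and 0.078 with an estimated correlation). Its interaction had 1 called (median 0.68; adjusted p = 0.024, and 0.23 with an estimated correlation). In the plain older minus young difference at 1 and 2 weeks ania-4 had 1.33 (adjusted p = 0.16). There F-spondin (Spon1) had 1.24 (adjusted p = 0.2) and thrombospondin 4 (Thbs4) 1.36 (adjusted p = 0.27). The interaction of ania-4 passed at 1 and 2 weeks (3.09, adjusted p = 0.021) and at 4 and 6 weeks (3.13, adjusted p = 0.017).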

Values the study reported

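The study's methods took P values below 0.005 as a change call between arrays. It counted about 5,200 probe sets as absent and 3,300 as present on each array. In the adult rats of its first series, on other arrays than those used here, 1,159 genes were called up and 928 down after fracture when single arrays were compared. Galanin and pleiotrophin were reported as up-regulated and TAG-1 as down-regulated, each with P < 0.001. For neurogranin, neuropeptide Y and RoBo-1 the study reported P < 0.001 for the early change and P < 0.01 for young against older rats late in healing. The P values of these genes came from t tests on replicate arrays of each age and time, where 1 array of each was used here.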

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

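Each quality measure was compared within an age over its 6 time points, 18 groups of 6 arrays in all, and some arrays lay far from the others. A rule of this kind picks about 1 in 20 groups by chance. The older intact array had the lowest median signal of its age (131.9, next 146.7) and the highest actin 3'/5' ratio (2.59, next 1.89), and it correlated least with the other arrays (median r = 0.89, next 0.941). The adult intact array had the highest maximum signal (39006, next 27508) and also correlated least (median r = 0.876, next 0.932). The young 6-week array had a GAPDH 3'/5' ratio of 3.78 (next 1.66). Intact femora are the only arrays with no fracture, so a lower correlation of those arrays with the rest of their age is also what the design gives.

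The tests of the muscle, neutrophil and fibrous matrix genes in this part were chosen only after the results were seen. The comparisons with other splits of the arrays were written before. For the time points the 6 arrays allow only 10 splits, too few for a share under 0.05. The real split was the only 1 of 10 to reach its count at 3 days (3437, highest other 12), 1 week (3126, highest other 2), 2 weeks (2868, highest other 2), 4 weeks (1855, highest other 5) and 6 weeks (1350, highest other 135). For older against young rats, 1 of 100 splits drawn from 462 reached 39, the real one, and the highest other gave 11. Swapping the ages within time points, 1 of 32 reached 39 and the highest other gave 1. For adult against young rats 1 of 100 splits reached 7 (highest other 1), but 2 of 32 swaps within time points did, another swap giving 8, so those 7 calls are not told apart from swaps within time points. For older against adult rats all 100 splits and all 32 swaps reached the real count of 0, and the highest others gave 3 and 0.

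Genes whose response to fracture differed between older and young rats were called by a test of the difference itself. There were 194 probe sets at 1 and 2 weeks, with log2 differences of 4.57 in Tnn, 4.36 in Gpx7, 4.35 in Acan, 4.24 in Col11a1 and 4.12 in Aebp1, and of -3.8 in Hba-a3, -3.67 in Sncg, -2.32 in Gys2, -1.84 in Treh and -1.67 in Cacnb2. At 4 and 6 weeks there were 264, with 5.64 in Acan, 4.68 in Cgref1, 4.64 in Col11a1, 4.46 in Wfdc1 and 4.29 in Aebp1, and -3.43 in Cacnb2, -2.18 in Treh, -2.02 in Gys2, -1.86 in Casr and -1.74 in Isl2. All of them rest on 1 intact array per age, so age and array are not told apart.

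Fibrous matrix genes had positive interactions between fracture and age, because the older intact array lay below the young one: the list's mean older minus young difference was -2.21 with no fracture and -0.06, 0.2, 0.17, 0.2 and 0.56 at the later times. An RNA quality effect that is linear in the actin 3'/5' ratio is argued against, since the interaction at 4 and 6 weeks was 2.6 (SE 0.2) before and 2.43 (SE 0.23) after that ratio was added to the fit. An aberrant intact array cannot be told apart from age: at 4 and 6 weeks, where no intact array enters, the difference was 0.38 (SE 0.12). All 18 genes were lower on the adult (mean -1.5) and on the older intact array than on the young one, and since both share the young array, an aberrant young intact array would give the same, so it stays open too. Growth of the young skeleton, which slows with age, stays open and was not tested.

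Neutrophil genes were lower in older than in young rats (mean log2 -1.58, SE 0.42). The older minus young values were 0.03, -3.49, -0.97, -1.33, -1.84 and -1.9 over the 6 times in order. No gene of this list was called among all probe sets, and the list did not pass with an estimated correlation. The young 3-day array, on which neutrophil genes stayed high, is argued against as the whole cause: without it the mean was -1.17 (SE 0.29), and without both 3-day arrays -1.2 (SE 0.35). RNA quality as a linear trend with the actin 3'/5' ratio is argued against as well (-1.71, SE 0.45, with the ratio in the fit). Less marrow of every lineage in the older samples would lower red cell genes alike; these were lower by less (mean -0.79, SE 0.28, against -1.58, SE 0.48, over the time points; difference -0.8, SE 0.48, lower for neutrophil genes at 4 of 6 times), and an exact sign-flip test gave p = 0.156, with 0.031 the smallest value 6 times allow, so it stays open. An effect of age on neutrophils themselves also stays open.

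Trim54, Myf6, Itga7 and Flnc, muscle genes called higher in older rats, had a mean log2 difference of 0.79 (SE 0.1), positive at 6 of 6 times. They were picked from genes called higher with the same sign at 5 or more of 6 times. These values therefore restate that choice. More skeletal muscle in the older samples is argued against, because the 23 genes of the skeletal muscle list had a mean of 0.02 (SE 0.12), positive at 3 of 6 times. RNA quality as a linear trend with the actin 3'/5' ratio is argued against, since the mean was 0.79 (SE 0.09) before and 0.86 (SE 0.08) after the ratio was added, although the count of calls dropped from 39 to 4. More developing or denervated muscle in the older samples remains possible: a list of 22 such genes, written after the data were seen, was higher in older rats at 5 of 6 times (mean 0.43, SE 0.13). A pattern found and tested on the same arrays is a hypothesis, and age as such was not tested apart from these.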

How the results depend on the processing

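The alternatives without the young and adult 6-week arrays and with the actin 3'/5' ratio as a covariate were chosen only after the data had been seen. The rest were chosen before. Of the gene list results, 3965 stayed on the same side of the threshold under an alternative, whether called or not, 70 lost their call, 52 gained one and 0 turned. These cover the tissue lists at the 5 time points and for older against young rats, and each nerve-related list in 1 comparison. Lists were not run again for the phases, the interactions or the other age comparisons. The correlation estimated from the data was not counted among these alternatives. With it, the tissue lists reported above as passing with the preset correlation did not pass. The tally therefore does not show that those list results are stable. Of the named genes 2153 stayed on the same side, 688 lost their call, 14 gained one and 1 turned: Cacnb2 at 1 and 2 weeks had an interaction of 0.47 against the age difference at all other times, a reference that no longer rests on the intact arrays alone. The medians of the nerve-related lists kept their sign whichever array was left out, in the 1 comparison run for each: the rising and falling lists at 2 weeks, the prolonged list at 4 and 6 weeks, and the weaker and stronger lists at 1 and 2 weeks. Moderation with no trend and leaving out the young rats moved no count beyond 1.5 times. Pairing by replicate number was not possible because the labels carry none. The reported fits already match arrays by age and time. The floor is not the background: 12.3% to 20.3% of probe sets lie below it, but the study scored most as absent.

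Quantile normalization gave 2 calls for adult against young rats and 2 for older against young rats at 1 and 2 weeks. Median centring gave 64 for older against young rats, 5 at 1 and 2 weeks and 210 at 4 and 6 weeks. With it 55.6% of adult against young calls were higher where the reported fit had 42.9%. It removes the offset of each array's median from that of all arrays. This offset was -0.167 log2 for the older intact array, 0.148 for the young 4-week array and 0.11 for the adult intact array. A floor of 100 gave 8 for older against young, 0 for adult against young and 7 at 1 and 2 weeks. With log2(signal + 50) the counts were 76 for older against young, 24 at 1 and 2 weeks, 296 at 4 and 6 weeks, and 99 and 174 for the interactions. In all of these the cause was not tested.

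Filters test fewer genes. A mean signal of at least 200 gave 2056 at 1 week, 135 for older against young, 86 at 1 and 2 weeks and 415 at 4 and 6 weeks. A mean of at least 500 gave 1445, 1283, 1198, 965 and 818 for the 5 time points in order, 86 for older against young, 70 at 1 and 2 weeks and 329 at 4 and 6 weeks. That these age counts rise with fewer genes tested was not traced to a cause; the cause was not tested.

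Some alternatives leave out samples. Only the 6 arrays of the 2 time points gave 902, 356, 0, 0 and 0 for the time points in order. Without the adult rats the counts were 1742, 1051, 889, 37 and 57, and without the older rats 1844, 1189, 884, 111 and 46. Leaving out the young rats removes as many arrays and moved no count beyond 1.5 times, so the number of arrays alone does not account for these falls; the cause was not tested. Older against young rats gave 13 without the 3-day arrays, 5 without the 1-week, 2 without the 2-week, 4 without the 4-week and 3 without the 6-week arrays. Adult against young rats gave 12 without the intact arrays, 0 without the 3-day, 1-week, 2-week or 4-week arrays and 3 without the 6-week arrays. The methods' t-test has no shared spread: at 0.005 it gave 1021, 1073, 857, 369 and 248 for the time points and 64 for older against young at 1 and 2 weeks, and after Benjamini-Hochberg 1239, 1346, 831, 3 and 2, and 1 at 4 and 6 weeks. A linear trend over age gave 10 for older against young. Age as a linear term within each phase gave 50 at 4 and 6 weeks, and 52 and 87 for the interactions. Against the age difference at all other times the interactions gave 56 and 120. The cause was not tested for these models.

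Without the young and adult 6-week arrays the counts were 491 at 6 weeks, 3 for older against young, 3 for adult against young, 1 at 1 and 2 weeks, 166 at 4 and 6 weeks, and 312 for the interaction at 1 and 2 weeks. With the actin 3'/5' ratio as a covariate they were 1161, 976, 653 and 172 from 3 days to 4 weeks, 4 for older against young, 3 for adult against young, 1 at 4 and 6 weeks, and 108 for the interaction at 4 and 6 weeks. The ratio is higher on intact arrays, so this covariate takes up part of the fracture difference itself; beyond that the cause was not tested.

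Leaving out 1 array at a time gave 2659 to 3510 calls at 3 days, 2223 to 3279 at 1 week, 1988 to 3026 at 2 weeks, 867 to 2255 at 4 weeks (lowest without the adult 4-week array) and 505 to 1785 at 6 weeks (lowest without the adult 6-week array). Older against young rats gave 2 to 91 (lowest without the older 2-week array, highest without the young intact array), adult against young 0 to 16 (lowest without the young 3-day array among others, highest without the young intact array) and older against adult 0 to 0. At 1 and 2 weeks the range was 0 to 16 (highest without the young 1-week array) and at 4 and 6 weeks 0 to 282 (lowest without the adult or older array of 1 or 2 weeks, highest without the young 4-week array). The interactions gave 108 to 280 (lowest without the older 1-week array, highest without the young 6-week array) and 152 to 461 (lowest without the older 2-week array, highest without the young 4-week array), over the 16 fits that keep both intact arrays they need. Each such fit has fewer samples. Where a left-out array leaves an age with a lone array in a phase, that array is assumed to vary like the others. Myf6 stayed called in all 18 fits for older against young rats (0.8 to 0.91), while Trim54 lost its call in all 18, Lypd8l1 (RoBo-1) and Slc16a6 in 17, Clu, Cops7a, Iglc1, Bglap and Rpl17 in 16, and Olr1, Itga7 and Htr2b in 15.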

Other observations

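The lists in this part were written after the data had been seen, and some share members with the lists of the report (Serpinh1, Des, Myog, Selp, Vwf, Itgb3 and Igf2 among them). Genes of developing or denervated muscle rose at 1 week, 17 of 22 of them (median 2.12; adjusted p = 1.2e-09, and 0.053 with an estimated correlation). Cardiac actin Actc1 was 26.3-fold higher (8444 ± 2610 against 333 ± 138), the acetylcholine receptor chain Chrna1 16.4-fold (adjusted p = 1e-05), the cardiac and embryonic troponin Tnnt2 17.6-fold, the myogenic factor Myog 10.7-fold and embryonic myosin Myh3 4.42-fold. The junction gene Musk (log2 -0.25, adjusted p = 0.2) and the fetal receptor chain Chrng (0.18, adjusted p = 0.43) did not pass. Smooth muscle genes rose in 7 of 9 at 1 week (median 1.02; adjusted p = 9e-04, and 0.069 with an estimated correlation), with Tagln 4.78-fold and Acta2 2.98-fold higher. In older against young rats the list had 0 called by limma (median 0.61; adjusted p = 2.3e-06, and 0.022 with an estimated correlation).

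The early segment also carried the machinery of protein secretion and lipid synthesis. At 3 days endoplasmic reticulum folding genes rose in 15 of 18 and fell in 1 (median 1.41, adjusted p = 1.3e-07, and 0.11 with an estimated correlation). The translocon channel Sec61a1 was 6.67-fold and Ppib 4.13-fold higher, while the stress factor Ddit3 was 2.41-fold lower. Hsp90b1 had 0.06 (adjusted p = 0.83), and its called probe sets had opposite signs only at 1 week and 4 weeks. Cholesterol synthesis genes rose in 9 of 13 (median 1; adjusted p = 3.3e-05, and 0.062 with an estimated correlation), with Fdps 3.91-fold and Idi1 3.21-fold higher. Proteasome genes rose in 12 of 18 and fell in 1 (median 0.72; adjusted p = 8.1e-06, and 0.11 with an estimated correlation). Glycolysis genes split: 5 of 13 rose and 4 fell (median 0.27, adjusted p = 0.47), the widely made transporter Slc2a1 being 4.23-fold higher and Ldhb 6.06-fold lower. In the eosinophil list 2 of 3 fell at 1 week (median -3.79; adjusted p = 0.041, and 0.14 with an estimated correlation): Alox15 was 13.9-fold lower beside Prg2, and the receptor Ccr3 was not lower (-0.09, adjusted p = 0.89). At 4 weeks 8 of 11 platelet genes were still lower (median -1.83; adjusted p = 8.1e-05, and 0.23 with an estimated correlation), with Itga2b 8.24-fold and Pf4 4.53-fold lower.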
